A study of Mus musculus with 6 samples. Its data were reported in "Qki5 safeguards spinal motor neuron function by defining the motor neuron-specific transcriptome via pre-mRNA processing" (2024).

How the data were processed

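Messenger RNA was sequenced from NSC-34 cells, a mouse motor neuron-like hybrid line made by fusing neuroblastoma cells with spinal cord motor neurons. The 6 libraries fall into 2 groups of 3 by the treatment in their labels. One group received control siRNA (siNC) and the other received siRNA against the Qk transcript (siQk), which encodes the Quaking RNA-binding proteins. The labels and the study's methods say that 3 different siRNAs against Qk were used, and do not give which library received which. The study numbers its siRNAs against Qk from 1 to 3, as the titles number the siQk libraries, so 1 siRNA per replicate is the natural reading, though no label states it. Libraries are named here by their group and the replicate number in their title.

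The authors selected poly-A RNA, made libraries with a TruSeq version 2 kit, sequenced pairs of 75-base reads on an Illumina instrument, aligned them with OLego and counted per gene with Quantas. The kit as named keeps no strand information, so where exons of genes on opposite strands overlap, reads cannot be told apart by strand. The deposited files hold, for each gene, an Entrez identifier, a symbol, an expected count (tag number), the summed exon length and an RPKM value. Between 21.9% and 22.9% of the 23038 deposited expected counts per library were not whole numbers. The authors' RPKM values (counts scaled by exon length and by the library's total) were rebuilt exactly from the expected counts, the exon length and the library's column total. They therefore carry no scaling beyond the column total. The study's methods name the mouse genome in 2 ways that do not belong to one build, and the files carry no coordinates. Gene positions given here come from the GENCODE release 21 mouse annotation of GRCm38, matched on the Entrez identifier or, failing that, the symbol (22581 of 23038 genes, 98.0%). They describe the gene, not the model the authors counted over. Values per gene cover all isoforms together, so exon inclusion and the separate Qk isoforms are not analysed here.

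Expected counts were rounded to whole numbers. Library totals ran from 43000503 to 53565950 counts. Counts were scaled by TMM (factors 0.957 to 1.02) and genes were kept where the mean log2 CPM was above 0, which left 12665 genes holding at least 99.9% of each library's counts. The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, siQk against siNC, with all 6 libraries in one fit and no other term. A gene was called changed at p under 0.01 and a Benjamini-Hochberg adjusted p under 0.1 over the genes kept, the cutoffs the study used. Fold changes are log2 values of siQk over siNC. Their standard errors come from the spread of TMM-scaled log2 CPM (prior count 2) between libraries. Levels per library are given in RPKM, with a two-sided exact permutation test over the 20 arrangements of 3 against 3, whose smallest possible p is 0.1. Over all genes, counting error is small beside the spread between libraries, so precision is mostly set by 3 libraries per group. For single genes the SD of 3 libraries can by chance fall below the counting error, which makes the SE too small.

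Gene lists were tested with fry, a rotation test of limma 3.58.1 on the same fit, directional and two-sided, with Benjamini-Hochberg adjustment over the 6 lists and a threshold of 0.05. The lists were a cryptic exon list (genes the study named as lower after knockdown or as carrying a non-annotated exon), an interferon list, a JNK list, a splicing target list, a motor neuron list and a list of other RNA-binding proteins. Members were matched on symbol. 1 member of the motor neuron list (Map2) and 1 of the other RNA-binding proteins (Ptbp3) are listed under older symbols and entered in an alternative. The similarity of transcriptomes was the squared Pearson correlation (R2) across genes of log10(RPKM + 0.01).

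The samples, tests, cutoffs, lists and alternatives were fixed before the data were examined. So was the rule for naming genes, which covers Qk, the members of the cryptic exon list, called genes with non-overlapping groups and up to 3 genes per other list with the smallest p. Any other gene is said to be chosen after its values were seen. The alternatives were other scalings (DESeq2 size factors, total counts, upper quartile), other filters (none, or filterByExpr at a minimum count of 10), other tests (the edgeR exact test, the edgeR likelihood-ratio test, DESeq2 1.42.0), a replicate block, leaving out each library in turn, camera for the lists (preset correlation 0.01, or estimated), and for R2 another pseudocount, no filter and ranks. Added after the data were seen were legacy and robust versions of the quasi-likelihood test, limma voom with library quality weights, removal of length and GC trends per library (loess, span 0.5), and the older symbols.

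The scripts were tested on simulated data, 3 sets of negative binomial counts for 12665 genes with the real means, dispersions and library sizes and 200 changed genes. The quasi-likelihood test recovered 86.8% of the changed genes, 100% of those at a log2 change of 3 and 61.8% of those at 1, all in the right direction, and 14.1% of its calls were false. The exact test recovered 90.3% with 23.1% false calls, and DESeq2 90.6% with 29.5%. The shares recovered hold for 200 changed genes. With fewer changed genes the adjusted cutoff is stricter, so these shares do not give the power of the tests in the real data. In these simulated sets fry gave p of at most 2.41e-05 for a list of 18 genes lowered by 1 on the log2 scale and at least 0.252 for an unchanged list. In 12462 simulated genes, removing a planted trend took the largest rank correlation of fold change with GC from 0.395 to 0.0102.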

Results

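The transcriptome of NSC-34 mouse motor neuron-like cells was measured by mRNA sequencing after transfection with control siRNA (siNC, 3 libraries) or with siRNA against Qk (siQk, 3 libraries). The comparison asks which transcripts change in level when the Quaking RNA-binding protein is depleted. Library totals were 50927311, 47349703 and 43000503 counts for siNC replicates 1 to 3 and 45582291, 53565950 and 46098249 counts for siQk replicates 1 to 3. Each library had a count for 16057 to 16516 of the 23038 genes listed. The 10 most abundant genes took 2.97% to 3.56% of a library's counts.

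Qk (Entrez 19317, GRCm38 chromosome 17, 10202601 to 10319854, minus strand, protein-coding) was examined first because it is the target of the siRNA. Its level was 10.9 ± 3.54 RPKM in siNC (SD, n = 3) and 1.40 ± 0.304 RPKM in siQk (SD, n = 3), which left 12.8% of the siNC mean. The 3 siNC libraries had 9.68, 8.18 and 14.9 RPKM and the 3 siQk libraries 1.39, 1.71 and 1.10 RPKM, so every library lay on the side its label gives. These values rest on 3824 to 6337 counts per siNC library and 503 to 906 counts per siQk library. The groups did not overlap (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). The log2 fold change was -2.99 (SE 0.34), with an adjusted p of 0.0136 in the edgeR quasi-likelihood test. Of the alternatives, leaving out siNC replicate 3 moved the fold change most, to -2.67, and leaving out siNC replicate 1 raised the adjusted p to 0.117, past the cutoff.

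**Figure D1:**
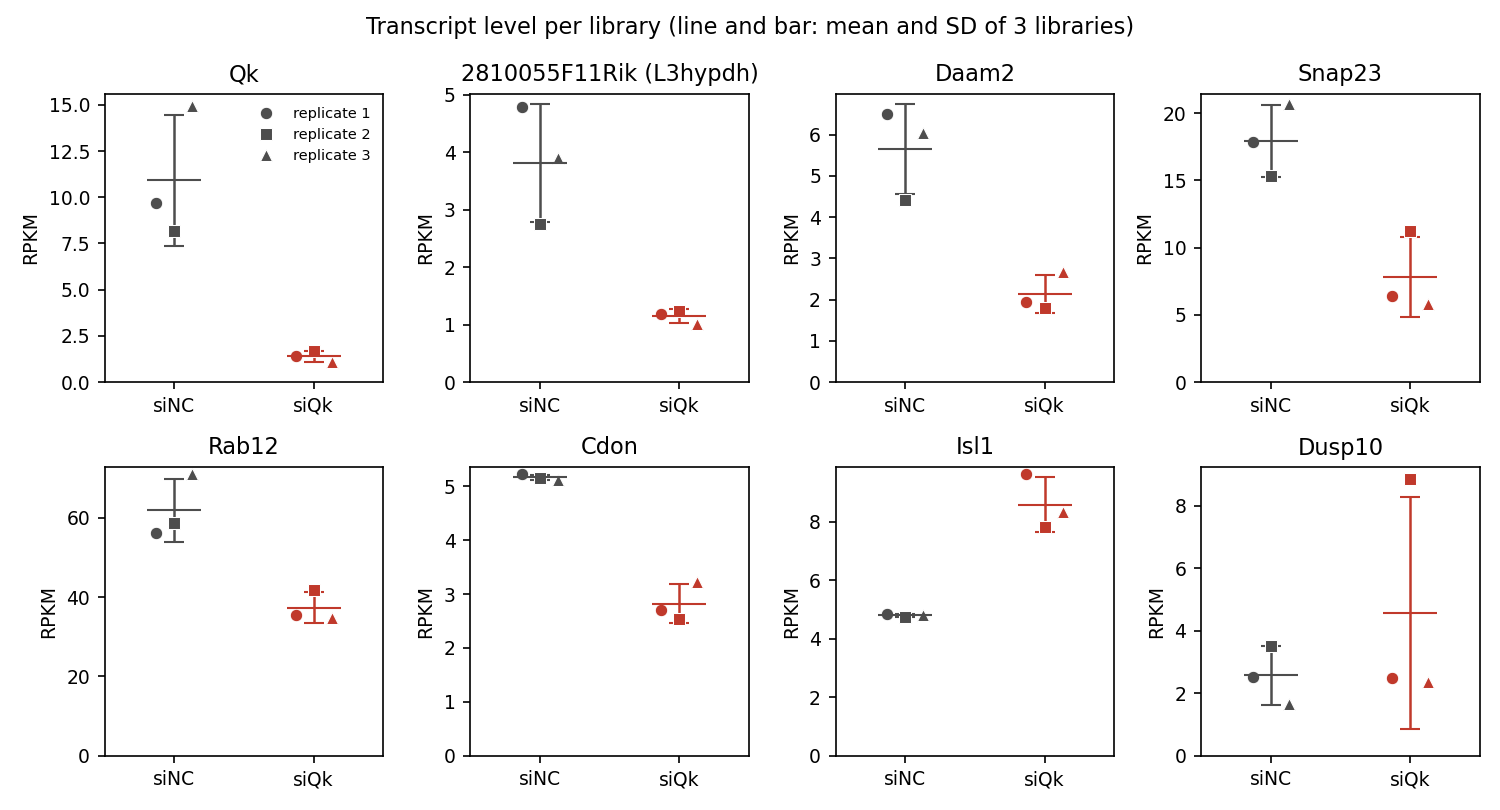
Transcript level in RPKM (vertical axes, each from 0) of 8 genes in the siNC and siQk libraries, with one symbol per replicate and the mean and SD of 3 libraries per group. Qk fell from a mean of 10.9 to 1.40 RPKM, Isl1 rose from 4.79 to 8.59 RPKM, and Dusp10 reached 8.85 RPKM in siQk replicate 2 alone.

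Among 12665 genes tested, 1 gene was called changed, 1 gene lower and 0 genes higher in siQk (edgeR quasi-likelihood test, p under 0.01 and adjusted p under 0.1). That gene was Qk, and the next smallest adjusted p was 0.631. At an unadjusted p under 0.05 there were 380 genes, 219 lower and 161 higher, or 3.00% of the genes tested. All 3 siQk libraries lay on one side of all 3 siNC libraries for 1079 genes, 8.52% of those tested, where chance gives 10%. The common biological coefficient of variation was 0.231. The count of changed genes moved most under DESeq2, to 19, and was 5 under the edgeR exact test. It was 0 without siNC replicate 1, where 538 genes had an unadjusted p under 0.05.

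The group means were close to one another across the transcriptome. The R2 of log10(mean RPKM + 0.01) between siNC and siQk was 0.985 over 12665 genes, a correlation across genes, which are not independent replicates. Pairs of single libraries had R2 of 0.935 to 0.962 within siNC, 0.934 to 0.988 within siQk and 0.917 to 0.975 between the groups. The mean R2 was 0.951 within groups (6 pairs, SD 0.0208) and 0.953 between groups (9 pairs), so libraries of one group were no more alike than libraries of different groups. The difference of these means was as large or larger in 7 of the 10 ways of splitting the 6 libraries 3 and 3 (one-sided exact permutation p = 0.7). The most similar pair, siQk replicates 1 and 3, still differed by 24.4 times the chi-square value per degree of freedom that counting noise gives, so no pair was treated as 1 library. siQk replicate 2 and siNC replicate 3 lay farthest from the rest, on the first (41.2% of variance) and the second (28.8%) principal component. No batch is given in the labels.

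**Figure D2:**
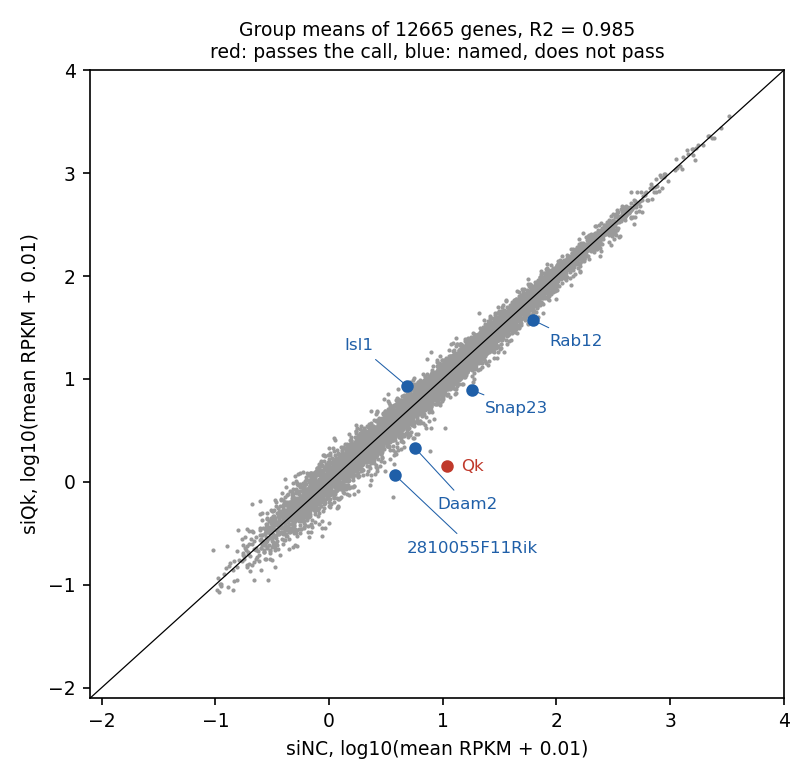
Mean level of 12665 genes in siNC (horizontal axis) and siQk (vertical axis), as log10(mean RPKM + 0.01), with the line of equal levels. Qk, in red, is the gene called changed, and the named genes in blue did not pass the cutoffs.

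**Figure D3:**
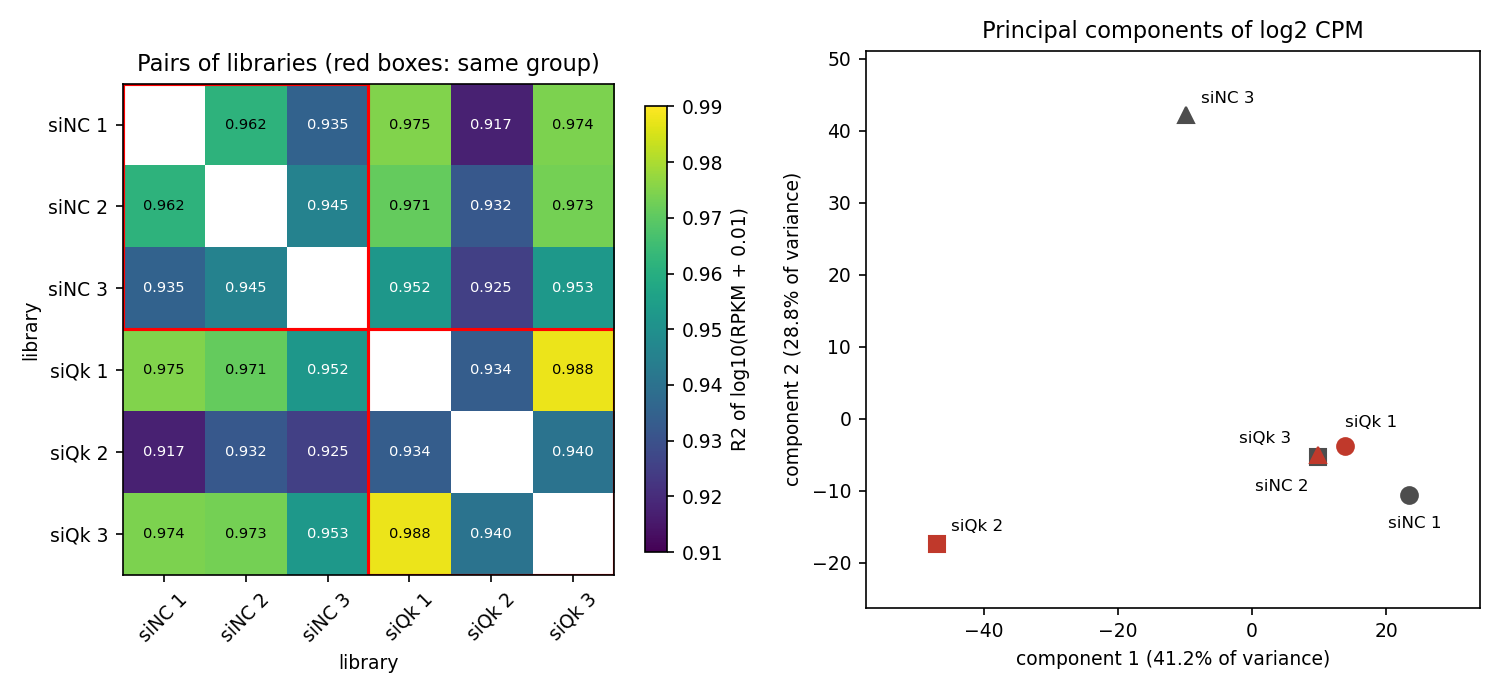
Left, R2 of log10(RPKM + 0.01) for each pair of libraries, with pairs of one group in red boxes. Right, the 6 libraries (siNC grey, siQk red) on the first 2 principal components of log2 CPM, which hold 41.2% and 28.8% of the variance, with siQk replicate 2 and siNC replicate 3 apart from the other 4 libraries.

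The cryptic exon list holds 4 genes that the study named as lower after knockdown or as carrying a non-annotated exon, which addresses whether such transcripts fall in level. Because the study chose them on these same libraries, the list is not independent evidence. As a set they were lower in siQk, with a median log2 fold change of -1.33 (fry adjusted p 0.0141 over 6 lists), and 4 of 4 genes were lower with non-overlapping groups. Adjusted over the list alone, 4 of 4 genes had an adjusted p under 0.05, and 0 of 4 passed the call over all genes tested, with 4 of 4 at an unadjusted p under 0.05. The set no longer passed the threshold of 0.05 without siNC replicate 1 (0.078) or siQk replicate 1, 2 or 3 (0.0798, 0.0557 and 0.0825). It also did not pass with the replicate block (0.155).

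The gene listed as 2810055F11Rik, now L3hypdh (Entrez 67217, GRCm38 chromosome 12, 72073428 to 72085439, minus strand), had 3.82 ± 1.02 RPKM in siNC and 1.14 ± 0.121 RPKM in siQk (SD, n = 3). Its log2 fold change was -1.76 (SE 0.26, edgeR quasi-likelihood adjusted p 0.631 over all genes and 0.000299 over the list alone). Daam2 (Entrez 76441, chromosome 17, 49456022 to 49564343, minus strand) had 5.65 ± 1.09 RPKM in siNC and 2.13 ± 0.468 RPKM in siQk (SD, n = 3), a log2 fold change of -1.43 (SE 0.26, edgeR adjusted p 0.631). Snap23 (Entrez 20619, chromosome 2, 120567671 to 120601255, plus strand) had 17.9 ± 2.66 RPKM in siNC and 7.80 ± 2.96 RPKM in siQk (SD, n = 3), a log2 fold change of -1.23 (SE 0.33). Within siQk, its level in replicate 2 was 11.2 RPKM against 6.41 and 5.80 RPKM in replicates 1 and 3. Rab12 (Entrez 19328, chromosome 17, 66494512 to 66519729, minus strand) had 62.0 ± 7.94 RPKM in siNC and 37.4 ± 3.98 RPKM in siQk (SD, n = 3), a log2 fold change of -0.76 (SE 0.15). Over all genes tested, Snap23 and Rab12 each had an edgeR quasi-likelihood adjusted p of 1. The first 3 genes passed the call in the edgeR exact test, with adjusted p of 0.000279, 0.000325 and 0.0725, and in DESeq2, where Rab12 passed too (0.09). No exon of the 4 genes overlaps in position with an exon of another annotated gene. Similar sequence elsewhere in the genome was not examined. Cdon (Entrez 57810, chromosome 9, 35421128 to 35507652, plus strand), chosen after its values were seen, fell by 0.90 on the log2 scale (SE 0.11), from 5.17 ± 0.0502 to 2.82 ± 0.359 RPKM (SD, n = 3). Its siNC SD is smaller than counting error alone would give at 1609 to 1942 counts per library, so the SE is likely too small. Cdon was not called in the main test (adjusted p 1) and was called in the edgeR exact test (0.0725) and in DESeq2 (0.00823).

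The JNK list of 26 genes asks whether transcripts of the stress kinase pathway, which the study examined as protein phosphorylation, change in level. Its 25 tested genes had a median log2 fold change of -0.0095 (fry adjusted p 0.998), with 13 lower and 12 higher. The sign of this median flipped without siNC replicate 1 (0.0030) or 2 (0.059). It also flipped under total-count scaling (0.017), which moved the median of all genes by as much, from 0.0027 to 0.027. Adjusted over the list alone, 0 genes had an adjusted p under 0.05, 0 were called over all genes, and 1 had an unadjusted p under 0.05, which was Fosl2. Fosl2 had 12.6 ± 1.77 RPKM in siNC and 8.94 ± 1.25 RPKM in siQk (SD, n = 3), a log2 fold change of -0.53 (SE 0.18). Dusp10 had 8.85 RPKM in siQk replicate 2 and 1.66 to 3.53 RPKM in the other 5 libraries. Its log2 fold change was 0.82 (SE 0.68) and -0.10 without siQk replicate 2.

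The splicing target list holds 8 genes whose exons the study placed under Qki5 control, chosen in part on these libraries. It asks whether their total level changes with their splicing. For Nek1, Map3k7 and Agrn the study displayed the exon change in human cells with added QKI5. A change of their splicing in these libraries is therefore not taken as given. The list's median log2 fold change was -0.013 (fry adjusted p 0.445, with the set's direction upward), with 4 genes lower and 4 higher. This median was not stable in sign. It was 0.049, 0.0011 and 0.028 without siNC replicate 2, siQk replicate 1 and siQk replicate 2, and 0.029 with length and GC trends removed. Adjusted over the list alone and over all genes tested, 0 genes passed, and 0 had an unadjusted p under 0.05. Without siNC replicate 3 the adjusted p was 0.0467 at a median of -0.0011.

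The motor neuron list tests whether marker genes of motor neurons or neurons follow the loss of Qk. Of its 15 genes 11 were tested, with a median log2 fold change of 0.22 (fry adjusted p 0.445), 6 higher and 5 lower. The markers Mnx1, Chat and Slc5a7, named after their values were seen, were too low to test, with group means of at most 0.126 RPKM. Several tested genes, such as Elavl3, are neuronal and do not mark motor neurons alone. The list's median was -0.063 without siNC replicate 3, 0.15 without siNC replicate 2 and 0.10 without siQk replicate 2. It was 0.064 with Map2 matched under its older symbol, an alternative added after the data were seen. Adjusted over the list alone, 1 gene had an adjusted p under 0.05 and 0 genes were called over all genes tested, with 1 at an unadjusted p under 0.05. That gene was Isl1 (Entrez 16392, GRCm38 chromosome 13, 116298281 to 116309689, minus strand, no exon overlap with another annotated gene). It had 4.79 ± 0.0365 RPKM in siNC and 8.59 ± 0.937 RPKM in siQk (SD, n = 3), higher in 3 of 3 siQk libraries than in any siNC library. Its log2 fold change was 0.82 (SE 0.10, edgeR quasi-likelihood adjusted p 0.0127 over the list alone and 1 over all genes). The siNC SD is smaller than counting error alone would give at 806 to 961 counts per library, so the SE is likely too small.

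The list of other RNA-binding proteins asks whether further splicing regulators move with Qk. Its 31 tested genes, of 36, had a median log2 fold change of 0.097 (fry adjusted p 0.445), with 22 higher and 9 lower, and the median was 0.034 without siQk replicate 1. Adjusted over the list alone and over all genes, 0 passed, and 0 had an unadjusted p under 0.05.

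The interferon list checks for a response to siRNA that differs between the groups. Both groups received siRNA and no library was left without it, so a response common to both cannot be seen. Of 23 genes 18 were tested, with a median log2 fold change of -0.44, and 17 of 18 were lower in siQk. The set did not pass in fry (adjusted p 0.445). The median ran from -0.63 without siQk replicate 1 to -0.27 without siNC replicate 2 or siQk replicate 2. It passed in camera at the preset correlation (adjusted p 4.47e-06) and not in camera with an estimated correlation. Adjusted over the list alone and over all genes, 0 genes passed, and 2 had an unadjusted p under 0.05, Oasl1 and Ifit1. The libraries were not ordered by group, since the list's median relative to the siNC mean was 0.033, 0.38 and -0.35 in siNC replicates 1 to 3 and 0.037, -0.58 and -0.57 in siQk replicates 1 to 3.

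**Figure D4:**
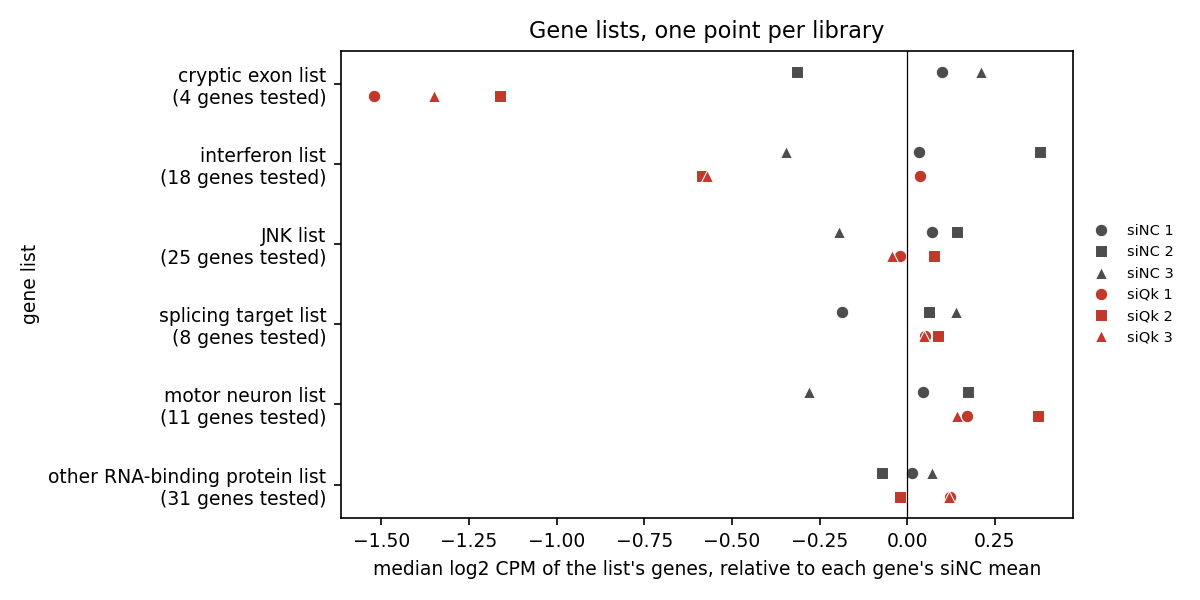
Median log2 CPM of each list's tested genes relative to each gene's siNC mean (horizontal axis), for 6 gene lists (vertical axis), with one point per library (siNC grey, siQk red). The siQk points of the cryptic exon list lie at -1.52, -1.16 and -1.35, apart from all siNC points, while the groups overlap for the other lists.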

Values the study reported

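The study reported an R2 of 0.988 between control and Qk knockdown in NSC-34 cells. It reported that, besides Qk, 3 of 23,038 transcripts were down-regulated. The log fold changes it printed for these lower transcripts were 2.96 for Qk, 1.74 for L3hypdh, 1.40 for Daam2 and 1.20 for Snap23. At the exon level it counted 1,589 changed exons in these cells, and by Western blot it measured an 89.6% decrease of Qki5 protein.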

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

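The Qk log2 fold change was negative under all 19 alternatives, from -3.19 to -2.67, and both ends came from the 6 fits that each left out one library. It stayed past the cutoffs in all but the fit without siNC replicate 1 (-3.08), with adjusted p from 6.15e-23 to 0.117 over the alternatives.

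The count of changed genes depended on the test. The scalings, the filters, a cutoff of 0.05, the replicate block, the legacy and robust quasi-likelihood tests and the removal of length and GC trends each gave 1 gene, which was Qk. The edgeR exact test and the likelihood-ratio test each gave 5 genes, 5 of them lower (Qk, 2810055F11Rik, Daam2, Snap23 and Cdon). DESeq2 gave 19 genes, 16 lower and 3 higher, with an adjusted p of NA for 1 gene. Voom with library quality weights, added after the data were seen, gave 2 genes, 2 of them lower (Qk and Snap23). The count ran from 0 to 1 across the 6 fits that each left out one library, as did the count of lower genes, and it was 0 without siNC replicate 1. Between the quasi-likelihood test, the exact test and DESeq2 the fold changes of the genes added by the exact test hardly differed (Daam2 -1.43, -1.43 and -1.44), so these tests differed in the error set against them. Voom with quality weights also moved fold changes, Snap23 to -1.44 and Daam2 to -1.19. DESeq2 and the exact test also had more false calls in the simulated data.

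The R2 between group means ran from 0.978 without siQk replicate 1 to 0.988 with a pseudocount of 1 over the 9 alternatives.

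The cryptic exon list kept a negative median in all 15 alternatives and passed its threshold in 10, camera with an estimated correlation included (adjusted p 0.0122). Adjusted p ran from 2.15e-23 to 0.155. It did not pass with the replicate block (median -1.35, adjusted p 0.155) or in 4 of the 6 fits that each left out one library. The medians of these 6 fits ran from -1.48 to -1.22, and they have fewer samples. The interferon list passed only in camera at the preset correlation, at the same median of -0.44, and its adjusted p over the alternatives ran from 4.47e-06 to 0.717. Medians near 0 changed sign. The JNK list went to 0.017 under total counts and ranged from -0.079 to 0.059 over the fits that left out one library. The splicing target list went to 0.015 under total counts, 0.013 with the replicate block and 0.029 with the trends removed, and ranged from -0.094 to 0.049. In the fit without siNC replicate 3 it passed the threshold at a median of -0.0011. The motor neuron list ranged from -0.063 to 0.25 over the fits that left out one library and was 0.27 with the replicate block. Total counts also moved the median of all genes, from 0.0027 to 0.027, so relative to all genes the JNK and splicing target lists did not change sign there. The cause of the other changes was not tested. The older symbols, added after the data were seen, changed no call but took the motor neuron median to 0.064, since Map2 joined the list.

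The groups share replicate numbers. Deviations from the group means of same-numbered libraries correlated at 0.213, 0.018 and -0.17 across genes for replicates 1, 2 and 3, so the numbers were not taken to pair the samples. Apart from the cryptic exon list, the replicate block changed no call.

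The other 22 named genes gave 417 values when each gene was counted in each refit. Of these values, 15 passed the cutoffs where the main fit did not, and 6 reversed in sign. The 15 came only from Snap23, Daam2, 2810055F11Rik, Cdon, Rab12 and Isl1. All arose under the edgeR exact test, the likelihood-ratio test, DESeq2 or voom. Over the fits that each left out one library, Dusp10 ran from -0.10 to 1.12 and Jun from -0.37 to 0.50, both lowest without siQk replicate 2. Evl ran from -0.043 (without siNC replicate 3) to 0.49 and Map3k7 from -0.26 to 0.0022 (without siQk replicate 1). Under voom with library quality weights Dusp10 was -0.13 and Jun -0.42. The depth was not varied for the counts of calls. The most similar pair of libraries still differed by 24.4 times the chi-square value per degree of freedom of counting noise, so over all genes the spread between libraries exceeded the counting error.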

Other observations

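The tests of library size, of the most abundant genes, of RNA from another cell type, of the 4 lists of cell state, of the length and GC trends on Isl1 and the cryptic exon list, of the scaling on that list, and of the other splits for the lists, the edgeR exact test and DESeq2 were written before their results were seen. The other tests in this part were chosen after the result was seen.

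Besides Qk, the number of genes called changed here was 0, which is lower than the value quoted from the study above. At an unadjusted p under 0.05 there were 380 genes, Qk included. They were 3.00% of the genes tested, fewer than a threshold of 0.05 gives by chance. The study's methods name edgeR without saying which of its tests was run. In the edgeR exact test 5 genes were called, Qk included, and all of the lower transcripts quoted above were among them. The count thus depends on the choice of test within edgeR, and which test the study ran stays open. Under total-count scaling the log2 fold changes were -2.96 for Qk, -1.74 for 2810055F11Rik (L3hypdh), -1.41 for Daam2 and -1.20 for Snap23, close in size to those quoted above.

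The grouping by siRNA was not the main structure of these libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave at least as many calls in the quasi-likelihood test as the real one, namely the real one itself. For genes at an unadjusted p under 0.05, 7 of the 10 splits gave as many as the real split, with 318 to 1133 genes over the splits. In the edgeR exact test 4 of the 10 splits gave as many calls as the real one, with up to 137 calls in another split, and in DESeq2 3 of the 10 splits did, with up to 187. The split with these high counts put siNC replicates 2 and 3 and siQk replicate 2 against the rest. With 10 splits no share can fall under 0.1, so these counts cannot decide whether the added calls of these tests are chance. All 4 splits with siNC replicate 3 and siQk replicate 2 on one side gave more genes at an unadjusted p under 0.05 than the real split, from 485 to 1133. A candidate explanation for the low number of calls is therefore variation between cultures shared by many genes.

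For the lists, a fry p as small as that of the real split came from 1 of the 10 splits for the cryptic exon list, 10 for the JNK list, 5 for the splicing target list, 4 for the motor neuron list, 3 for the other RNA-binding proteins and 3 for the interferon list, the real split included each time.

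siQk replicate 2 and siNC replicate 3 stood apart from the other libraries of their groups. Library size as the cause is argued against, since after thinning to one total the R2 of siQk replicates 1 and 2 was 0.933 and that of replicates 1 and 3 was 0.988. The same holds for the most abundant genes, since the R2 of siQk replicates 1 and 2 was 0.931 with the 100 most abundant genes left out. A mislabelled sample is argued against by Qk, which lay at 15.7% of the siNC mean in siQk replicate 2 and at 137% in siNC replicate 3. RNA from another cell type is argued against by 0 genes at 10 CPM or more in either library and at 0.1 CPM or less in every other library. Length and GC trends held 3.10% of the variance of the deviations in siQk replicate 2. They held 31.4% in siNC replicate 3 and 33.0% in siNC replicate 1, where the rank correlation of the deviation with GC was -0.586 and 0.54. Much of the distance between these 2 libraries went with the trends, since removing them raised their R2 of log2 CPM from 0.936 to 0.958, against 0.959 to 0.966 for siNC replicates 1 and 2. The trends are still not the whole cause. With the trends removed, the highest R2 with the 4 libraries that were not apart was 0.960 for siNC replicate 3 and 0.941 for siQk replicate 2, while the lowest among those 4 was 0.966. An effect of the siRNA sequence on siQk replicate 2 cannot be told apart from a difference between cultures, since no siRNA is known to have been used in more than 1 of these libraries. On the natural reading of the titles, 1 siRNA per replicate, replicates 1 and 3 differed in siRNA too and still had an R2 of 0.988, so only an effect particular to the siRNA of replicate 2 would set it apart. An effect of an siRNA against Qk would not explain siNC replicate 3, which received control siRNA. The study mentions control siRNAs without saying whether the siNC libraries received different ones, so an effect of a control siRNA stays open. No biological explanation was tested, as the design gives none within a group.

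Lists of genes for cell state, written after single genes had drawn attention, described these libraries. Each list's median deviation of a library from the mean of the other 5 was placed among 10000 random lists matched on expression. In siQk replicate 2 the integrated stress response list lay at percentile 0 (24 genes, median -0.72, 0 of 24 higher), the mitosis list at percentile 100 (24 genes, median 0.32, 21 higher) and the immediate early list at percentile 100 (21 genes tested, median 0.54, 17 higher). The same lists shifted in other libraries as well. The mitosis list lay at percentile 0 in siNC replicate 1 (-0.35) and at 99.9 in siQk replicate 3 (0.14, 21 higher). In siQk replicate 1 the immediate early list lay at percentile 0.53 (-0.11). That value cannot count as a separate shift, since its reference includes siQk replicate 2, where the list was high. The immediate early list also lay at percentile 0 in siQk replicate 3 (-0.27), where the same reference plays a part. It lay at percentile 99.9 in siNC replicate 1 (0.31, and 0.028 with the trends removed). Shifts of this kind are therefore not particular to siQk replicate 2, and the percentiles only describe these libraries. In siQk replicate 2, with length and GC trends removed, the medians were -0.65, 0.32 and 0.58 for the integrated stress response, mitosis and immediate early lists, so the trends do not account for them. The integrated stress response list was high in siNC replicates 1 and 3 (0.54 and 0.46) and not in siNC replicate 2 (-0.13). The immediate early list was low in siNC replicate 3 (-0.44), and this shrank to -0.13 with the trends removed. The cholesterol synthesis list lay at percentile 0.34 in siNC replicate 3 (median -0.20), percentile 0.38 in siNC replicate 2 (-0.17) and percentile 4.36 in siNC replicate 1 (-0.15). It was -0.028 (percentile 29.15) in siQk replicate 1. It was 0.40 in siQk replicate 2 (percentile 100, 21 of 21 genes higher) and 0.19 in siQk replicate 3 (percentile 99.99, 18 higher). The cholesterol synthesis list was thus ordered by group, with all siNC libraries below all siQk libraries, and its largest shift was in siQk replicate 2. In siQk against siNC none of these 4 lists passed in fry (adjusted p 0.122 for cholesterol synthesis, 0.359 for the integrated stress response, 0.369 for mitosis and 0.843 for immediate early genes). A difference in growth or stress between dishes may underlie the shifts of the other 3 lists. It was not tested, as the labels give no culture variable. For the cholesterol synthesis list an effect of the siRNA treatment stays open as well.

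Jun and Fos, chosen after their values were seen, were high together with the immediate early list in siQk replicate 2. Jun had 14.9 RPKM in siQk replicate 2 and 5.01 to 9.77 RPKM in the other 5 libraries. Fos had 13.8 RPKM there and 3.91 to 5.94 RPKM elsewhere. Exons of Jun overlap an annotated antisense gene, and the counts cannot separate them. The JNK list as a whole lay at percentile 47.3 in that library (median 0.0145, 13 of 25 genes higher), so the rise covered some of its genes and not the list. With length and GC trends removed the list's median there was 0.138, so a small rise of the list stays open.

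The fall of the 4 cryptic exon list genes is not explained by technical trends that were tested. Its median was -1.35 with length and GC trends removed, and the value nearest 0 under the 3 other scalings was -1.30. Reads in exons outside the authors' gene model would be missed by the counts, which was not tested. The study picked these genes on the same libraries, so these data alone do not exclude selection or chance. For 2810055F11Rik and Daam2, though, the edgeR exact test adjusted p over all genes was 0.000279 and 0.000325, against 0.631 for both in the quasi-likelihood test and 3.3e-05 to 1 and 5.55e-05 to 1 over their 19 alternatives. The study also measured Daam2, L3hypdh and Rab12 by quantitative RT-PCR, which is not used here. It reported that their levels fell after knockdown and were restored by cycloheximide, which can inhibit nonsense-mediated decay of transcripts. It concluded that these changes in level resulted from changed splicing. For Daam2, L3hypdh and Rab12 the study's RT-PCR results argue for a biological effect of Qk knockdown. From the deposited counts alone, such an effect on the 4 transcripts stays a hypothesis.

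Isl1, a motor neuron transcription factor, had nearly the same level in the 3 siNC libraries (4.75 to 4.83 RPKM), which otherwise differed widely. This range is narrower than counting error alone would give at 806 to 961 counts per library, so it does not show a precise level. Isl1 was higher in 3 of 3 siQk libraries (7.80 to 9.63 RPKM). Its log2 fold change was 0.80 with length and GC trends removed, which argues against these trends. It ran from 0.72 to 0.88 over 19 alternatives, with adjusted p from 0.0328 in DESeq2 to 1. A general rise of motor neuron genes was not seen and not excluded, since 5 of the other 10 tested list genes were higher and 5 lower, with a median of 0.064. The markers Mnx1, Chat and Slc5a7 were too low to test. Chance among many genes stays open, since its adjusted p over all genes was 1. A rise of Isl1 after loss of Qk may be worth a measurement in further cultures.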
